# Cataloging the potential functional diversity of *Cacna1e* splice variants using long-read sequencing

**DOI:** 10.1186/s12864-025-11887-1

**Published:** 2025-09-26

**Authors:** Shamsuddin A. Bhuiyan, John R. Tyson, Manuel Belmadani, Jordan Sicherman, Terrance P. Snutch, Paul Pavlidis

**Keywords:** Calcium channels, Nanopore sequencing, Alternative splicing, Noisy splicing model

## Abstract

**Background:**

The degree to which alternative RNA splicing influences the function and structure of voltage gated calcium channel (VGCC) splice variants is poorly understood. Here we used long-read RNA-sequencing to catalog rat *Cacna1e* (Cav2.3) splice variants, and computationally prioritize which are likely to impact channel function.

**Result:**

We sequenced *Cacna1e* transcripts from rat thalamus using Oxford Nanopore sequencing yielding the structure of 2,110 *Cacna1e* splice variants. Of these, up to 154 had the potential encode for a functional channel based on predicted amino acid sequences. Our analysis revealed a total of 31 cassette splicing events (in various combinations) potentially affecting channel function, with three cassette exons appreciably expressed and conserved.

**Conclusion:**

Our work both provides the first long-read sequencing of *Cacna1e* and the first computational evaluation of *Cacna1e* splice variants for future follow-up. This overall strategy to provide the field with prioritized transcripts will improve our understanding of *Cacna1e* function, its role in disease pathophysiology, and serve as a general approach to evaluate splice variant function across multiple ion channel types.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-025-11887-1.

## Background

Voltage-gated calcium channels (VGCCs) play crucial roles in regulating calcium ion influx into neurons. Mutations in the pore-forming α_1_-subunit genes that encode VGCCs (CACNA1x, also termed Cavs) are linked to neurological disorders such as epilepsy, migraine and schizophrenia [1]. Despite their importance, our understanding of VGCCs remains incomplete with respect to their extensive alternative splicing. An important contribution will be to define the complete splicing repertoire of each VGCC subtype. Here, we describe our work to profile the distinct splice variants of the rat *Cacna1e* gene using long-read RNA-sequencing.

*Cacna1e* encodes the α_1_-subunit of the Cav2.3 channel [2, 42, 52]. Cav2.3 currents uniquely exhibit biophysical and pharmacological characteristics representative of both high-voltage-activated and low-voltage-activated VGCCs. *Cacna1e* knock-out in rodents resulted in decreased calcium currents in hippocampal pyramidal cells, increased sensitivity to inflammatory pain, and resistance to drug-induced seizures [2–7]. *Canca1e* gain-of-function mutations have been associated with epileptic encephalopathy, macrocephaly, and dyskinesia [7–10].

The large *Cacna1e* gene contains at least 36 exons, and previous literature reports multiple possible splice variants [3], albeit with most having an unclear impact on channel function. We note that “alternative” splice variants have the potential to either not affect function or be transcriptional noise that does not produce a functional product at all [11–14]. For example, there are constraints on *Cacna1e* transcripts to form functional calcium channels: the encoded α1-subunit must be at least 2000 amino acids long and contain four pore-forming domains [15] with mutations in any of the pore-forming domains possibly resulting in channel dysfunction [16]. The multiple splice variants identified to date for *Cacna1e* generally possess similar exons encoding for the conserved pore-forming domains; however they vary in their exons located in between the pore-forming domains (the linker regions) and carboxyl terminal regions [17, 18].

When examining eight human *CACNA1E* “alternative” splice variants, Pereverzev and colleagues found that different variants encode for channels with distinct inactivation and recovery time courses [19]. Additionally, Klockner and colleagues noted distinct binding affinities among regulatory proteins and *CACNA1E* splice variants [20]. Given that CAV2.3 antagonists (e.g. Topiramate) are used to treat seizures and different splice variants have different pharmacological sensitivities, understanding the role of *CACNA1E* splice variation can potentially aid in drug development efforts [17, 21]. In these regards, establishing the role of *CACNA1E* splice variants in relation to neuronal activity first requires an accurate catalog of *CACNA1E* splice variants.

A technical limitation of previous studies cataloging VGCC alternative splicing is the use of short-read sequencing (~ 150–175 bp) [22, 23], which is unable to resolve the relationship between an individual short read and full length transcript structure. An alternative to short-read sequencing, long-read nanopore-derived RNA-seq data using Oxford Nanopore Technology (ONT) technology provides the opportunity to more accurately define the splice variant repertoire [24]. Previously, Clark and colleagues used MinION sequencing to establish *CACNA1C* transcriptional complexity in the human brain [24]. They reported that only a trivial minority of the *CACNA1C* splice variants they identified had been previously included in transcript databases (e.g. Ensembl, Refseq) and speculated that these additional variants contribute to the functional diversity of *CACNA1C* in different brain regions. However, similar data sets are lacking for other VGCCs.

The lack of a comprehensive *CACNA1E* splice variant catalog likely impacts the various genomic databases that report splice variants such as Ensembl, and highlights the previously noted disconnect between computational tools and the experimental literature [12, 25]. Bhuiyan and colleagues previously reported the failure to identify splice variants in Ensembl for about a third of genes with literature evidence for functionally distinct splice isoforms (FDSIs) [12]. This disconnect impacts the ability to computationally evaluate alternative splicing in genes with complex splicing patterns.

In this study, we characterized the splicing profile for *Cacna1e* using ONT RNA-seq data from the rat thalamus. We identified the structures and splice junctions for 2,110 *Cacna1e* splice variants. Using computational annotations, we established a putative set of 154 functional *Cacna1e* transcript variants. In doing so, we have added to the potential functional diversity of the Cav2.3 calcium channel while reporting a more accurate characterization of splice variant structures than previously available. This improved transcript catalog is predicted to be more widely applicable in aiding computational tools and providing experimentalists potentially interesting splice variants for further investigation.

## Methods

### Targeted amplification of *Cacna1e* GAERS and NEC rats

We chose to investigate *Cacna1e* splicing in P10 and P90 GAERS and NEC (Non-Epileptic Control) rats due to the extensive history of using these animals to model seizures [26–28]. More specifically, much of the GAERS literature has focused on linking thalamus dysregulation to seizures. This study served as a proof-of-concept for establishing the tools and methodology to catalog and predict splice variants within a complex RNA pool in the rat thalamus. Consequently, it was not designed to account for potential sex differences. The P10 and P90 developmental stages were chosen due to well-documented transcriptional changes between these time points, which are relevant to the development of absence seizures in GAERS compared to NEC [29, 30]. All animal procedures were performed in accordance with the University of British Columbia Animal Care Committee regulations and in accordance with animal care regulation and policies of the Canadian Council on Animal Care. GAERs and NEC rats were generously gifted to TPS by Terrance O’Brien from the University of Melbourne and the rat colonies have been maintained at the University of British Columbia. Rats had unlimited access to a diet of LabDiet 5001 Rodent Diet and water. Prior to surgical extraction of the thalamus, rats were anesthetized using isoflurane and euthanized via decapitation. Dissected tissue was then flash-frozen in liquid nitrogen and stored at −80 °C.

We performed targeted amplification of *Cacna1e* transcripts from the dissected thalamus of male GAERS and NEC rats. Total RNA was extracted from the thalamus of 2 GAERS (10 day and 90 days postnatal) and 2 NEC (10 and 90 days postnatal) male rats using a MagMax Kit (Ambion) and full length cDNAs generated using SuperScriptII with oligo-dT priming (Invitrogen) as per the Oxford Nanopore Technologies protocol for the cDNA-PCR Sequencing kit. These samples will be referred to as GAERS10, GAERS90, NEC10 and NEC90. Gene-specific amplicons for the *Cacna1e* gene (Transcript: XM_039091007.2; Forward: ATGGCTCGCTTCGGGGAG; Reverse: CTAGCACTTATCGTCTTCTTC) were generated using PCR with the Enlongase enzyme (Invitrogen). PCR products were then agarose gel-purified using a gel extraction kit (QIAGEN) and DNA eluted in TE and stored at −20 °C until DNA sequencing.

### ONT MinION sequencing of amplicons

The generated *Cacna1e* gene specific amplicons were processed as per the Oxford Nanopore Technologies (ONT) SQK-LSK108 adapter Ligation procedure. In brief, DNA amplicon molecules were treated to generate A-tailed molecules allowing the ligation of ONT specific adapter onto the amplicon ends. These adapted molecules were then run on the ONT MinION device and signal data captured for base calling over a 48 h period. Sequence data was generated from the raw captured data using ONT specific software (Guppy 3.4) on a GPU enabled desktop PC. Raw sequence data are available in GEO under accession GSE295903.

### Short-read sequencing of genes and alignment

While third-generation sequencing effectively captures full-length transcripts and complex splicing patterns, it has a higher error rate than short-read sequencing. To improve accuracy, we used short-read RNA-seq to correct potential errors in long-read data, particularly in splice site detection, similar to studies like Tang et al. [31] and Glinos et al. [32].

The generated gene-specific amplicons were short-read sequenced at the BC Genome Sciences Center and data was provided back in SOLEXA format. The SOLEXA format was designed for use with Solexa/Illumina sequencing platforms and represents each sequence read alongside a quality score that quantifies the confidence in each base call. These quality scores, unique to the SOLEXA format, are calculated as log-odds ratios and encoded using ASCII characters. Raw sequence data are available in GEO under accession GSE295903.

We reprocessed the rat transcriptomic SOLEXA data. Since these reads were in SOLEXA format, we converted them into FASTQ format in order to run them through our short-read RNA-seq pipeline.

The rat transcriptome reference was prepared using the “rsem-prepare-reference” script provided by the software package"RNA-seq by expectation–maximization"in RSEM [33]. The assembly version used was Ensembl Rnor6.0, obtained through Illumina for the iGenomes collection. (https://support.illumina.com/sequencing/sequencing_software/igenome.html). Short-reads were processed as single-end (no mate pairs) and aligned using the STAR aligner (Dobin et al., 2013) version 2.4.0 h. We provided mapped reads as input to the quantification scripts from RSEM v1.2.31. Default parameters were used (except for parallel processing and logging related options). The count quantification matrix of splice junctions (SJ.tab.out) was used for downstream FLAIR analysis.

### Determining splice variants using long read RNA-seq data and FLAIR

For the purposes of identifying novel splice variants found in the rat thalamus, all four samples were combined for downstream analysis. We aligned our long-reads for each sample to the Ensembl rat genome (rn6) using FLAIR [34] and minimap2 [35]. To address the higher error rate of Nanopore reads, we incorporated splice junctions identified from Illumina short-read data, allowing FLAIR to correct the reads in each alignment file. In short, this means that any novel splice junctions are merged to an existing splice junction if the novel junction is within a 10-nucleotide window of the existing junction. The 10-base parameter and the merging of splice junctions are default settings of the FLAIR program, which have been validated and employed in other studies, such as the GTEx long-read RNA-seq study (Glinos et al., 2022). Next, FLAIR collapsed any reads having the same transcription start site and same splice junctions across all samples into a single splice variant. FLAIR removed any splice variants without support from at least 3 reads. This step produced the final transcript structure for each splice variant. Finally, FLAIR quantifies the total number of reads assigned to each transcript. Note that at the quantification step, reads are reassigned to the final transcript structure produced during the collapse step. As a result, ambiguous reads can be reassigned to a different transcript and as a result, transcripts with Limited reads that are ambiguous can be reassigned to different transcripts between the collapse and the quantification step, resulting in splice variants without quantified reads. As a result, 2/2110 *Cacna1e* splice variants did not have any expression value.

### Definition of functional *Cacna1e* splice variant

We defined a gene with functionally distinct splice isoforms (FDSIs) as a gene with two or more splice isoforms that are necessary for the gene’s overall function. Under this definition, each individual isoform must cause a change in phenotype after experimental depletion [12]. For the purposes of computationally characterizing a candidate FDSI from *Cacna1e* splice variants, we defined a candidate *Cacna1e* FDSI as “a splice variant evolving under selection (conservation) with all 4 pore-forming domains necessary for calcium passage into the cell”. The requirement that the splice variant possess all 4 pore-forming domains implicitly means that the splice variant must have an open reading frame (ORF) of at least 6000 bp (2000 amino acids). Conserved splice variants indicate that the splice variant is necessary for reproductive success and sequence conservation acts as a proxy for functional importance.

### *Cacna1e* splice variant annotations

Our annotation pipeline is available on https://github.com/PavlidisLab/long_read_sequencing_Cacna1e.

We subsetted the 6,252 splice variants from FLAIR to 2,110 *Cacna1e* splice variants and then reduced all splice variants into their exons and identified exons shared between splice variants. Further, we annotated any exon that was not entirely found in Ensembl as novel. We then annotated all splice variants with the number of MinION reads which support it (Additional File 2).

As many transcripts are expressed at low levels, we consider genes with multiple “appreciably” expressed splice variants as stronger candidates for having FDSIs [36]. To prioritize *Cacna1e* appreciably expressed splice variants, we first ranked each variant according to its total expression across all samples. The variant with the highest expression was assigned a rank of ‘1,’ the second highest was given a rank of ‘2,’ and this ranking process continued for all identified splice variants. Next, we calculated the expression ratio of each splice variant relative to the rank 1 variant (the most highly expressed). This ratio was obtained by dividing the expression level of a given splice variant by the expression level of the rank 1 variant. For prioritization, we focused on splice variants with expression levels that were at least 50% of the rank 1 variant, corresponding to an expression ratio of less than 2. The threshold of an expression ratio of 2 was selected based on the approach described by Ezkurdia et al., 2015. Additionally, we calculated expression ratios using both raw expression values and TPM-normalized values to ensure robustness in our analysis.

We annotated all splice variants and their individual exons with their average PhastCons [37] and PhyloP [38] basewise scores from a 20 vertebrate species alignment, downloaded from the UCSC genome browser for build rn6 [39]. The average score for each exon was calculated using Kentutils. To determine if there was selection pressure upon the splice sites, we also annotated the average PhyloP conservation of the two intronic bases next to the 5’ side of the exon and the two intronic bases next to the 3’ side of the exon.

Using TransDecoder (https://github.com/TransDecoder/TransDecoder) we predicted translation products of the 2,110 splice variants from *Cacna1e* for any ORFs larger than 2,000 amino acids with a start codon, regardless of whether the ORF contains a stop codon. We then queried the Conserved Domain Database (CDD) with the translated sequences and annotated each splice variant with the protein domain hits the database returned [40].

We then performed homology searches against the GenBank nr database [41] on all exons using NCBI’s tBLASTn [42]. First, we extracted the sequences for all alternatively spliced exons. Each alternatively spliced exon’s sequence was concatenated with the sequences of its flanking exons. The set of three exonic sequences was BLAST-ed against the human, mouse, rat, zebrafish, fugu, coelacanth, lamprey and spotted gar data in the nr database. BLAST results were next filtered using an e-value threshold of 0.0001, gap threshold of less than 30%, query coverage threshold of 80% or more, and a percent identity threshold of 30% or more.

Our decision to use BLAST for analyzing exon conservation was inspired by prior work leveraging sequence homology and proteomics to assess splice variant conservation [14], and the construction of the CHESS database [25]. However, we acknowledge that integrating expression data provides an important complementary approach to refine BLAST-based analyses and distinguish biologically meaningful splice variants from potential noise. Therefore, we also compared splicing events involving prioritized exons to those identified in the GTEx long-read RNA-seq database [32].

### Splice site prediction using MaxEntScan

To assess the strength of splice donor and acceptor sites in *Cacna1e* transcripts, we used a computational approach based on MaxEntScan. Splice site prediction was performed on sequences extracted from Ensembl-annotated *Cacna1e* transcripts and our long-read RNA-seq data using the MaxEntScan 5′ and 3′ models, which evaluate the likelihood of splice site recognition based on empirical sequence motifs.

Using MaxEntScanPy, we used a custom Python script to identify canonical donor (GT) and acceptor (AG) splice sites within the sequences. The script first loads the MaxEntScan scoring matrices for donor and acceptor sites. It then reads input sequences from a FASTA file and searches for putative splice sites based on sequence motifs. Donor sites were identified as GT dinucleotides flanked by three upstream and six downstream bases (9-mers), while acceptor sites were defined as AG dinucleotides preceded by 20 upstream and three downstream bases (23-mers).

For each identified site, the script applied MaxEntScan’s score5 and score3 functions to calculate donor and acceptor strengths, respectively. The resulting scores, along with sequence ID, genomic position, site type, and sequence context, were written to an output file for further analysis.

This computational analysis allowed for direct comparison of splicing potential between Ensembl-annotated *Cacna1e* transcripts and our experimentally derived isoforms, providing insights into differences in splicing efficiency that may underlie transcript diversity.

### Visualization tool

We developed a visualization tool using R that uses three input files: a BED-formatted file of all splice variants (FLAIR output), a tab-delimited CDD output file, and a CSV formatted file of each splice variant’s expression. It parses exon start and size information to calculate chromosomal coordinates, normalizes isoform names across all inputs, and identifies preserved exon structures across splice variants of interest. The function also flags overlaps with predicted open reading frames (ORFs) and annotated protein domains. The visualization tool calculates, based on chromosomal position and exon sizes, the set of similarly annotated exons that are preserved between all splice variants of interest, and draws the result as a stack of aligned exon patterns. Since introns were disproportionately large as compared to the exons present in Cacna1e splice variants, drawing lengths of introns were made arbitrary. The tool and example inputs are available online at https://github.com/PavlidisLab/long_read_sequencing_Cacna1e.

## Results

We profiled the *Cacna1e* transcriptome using RNA isolated from the rat thalamus (*N* = 4 animals) for targeted MinION cDNA sequencing (see Methods). 

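The data are the reads assigned to each Cacna1e splice variant in 4 libraries, one from the thalamus of each male rat. GAERS is an inbred strain with absence seizures and NEC is its non-epileptic control strain. The libraries are NEC10, NEC90, GAERS10 and GAERS90, with the number giving the age in days, so each strain and age has 1 animal and no replicates. Amplicons spanning the coding sequence were sequenced on the MinION, and the authors aligned the reads with minimap2, corrected splice junctions with short reads and collapsed and counted them with FLAIR. The deposited values are whole-number read counts without normalization. The counts sum to 349166 reads in NEC10, 1498009 in NEC90, 669644 in GAERS10 and 1544028 in GAERS90. These totals cover Cacna1e alone and are 9.99%, 30.7%, 20.6% and 25.4% of the reads that Table 1 lists as assigned by FLAIR in the same libraries. The deepest library holds 4.42 times the reads of the shallowest, so sums over the 4 libraries are weighted towards the P90 animals. Shares were computed from the counts as deposited, with 95% Wilson intervals. The reads are PCR products without molecular identifiers, so these intervals cover counting error only and say nothing about variation between animals.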

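The count table lists 2108 Cacna1e splice variants, all with at least 1 read. At least 1 read was found for 1992 variants in NEC10, 2103 in NEC90, 2008 in GAERS10 and 2088 in GAERS90. The median variant had 401.5 reads over the 4 libraries, with quartiles of 105 and 961.25 reads. Fewer than 10 reads in total were counted for 56 variants. With a minimum of 3 reads in every library, 1695 variants were counted.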

Our analysis encompassed 4,060,847 reads and initially yielded a raw data set of 2,110 potential splice variants (Tables 1 and 2; Additional File 1 and Additional File 2). The goal of our analysis was to identify which of these detected splice variants could likely form functional calcium channels and which are most likely to contribute to *Cacna1e*’s functional diversity.

**Table 1:** Summary of targeted MinION RNA-seq data

	**NEC 10**	**NEC 90**	**GAERS 10**	**GAERS 90**
# Reads	3,514,669	4,958,824	3,255,180	6,127,231
# Bases	20,259,569,128	23,582,737,080	19,092,042,421	31,856,992,171
Unmapped reads	31,356	31,356	17,311	5,773
Mean length of reads	5,764	4,756	5,865	5,199
Median length of reads	7,952	8,948	8,134	7,902
Number of reads FLAIR assigned to splice variants	3,494,983	4,881,246	3,243,064	6,076,453
Number of reads removed	19,686	77,578	12,116	50,778
Mean read quality	10.50	9.80	9.90	9.90
Median read quality	10.80	9.90	10.20	9.70

All four samples were sequenced with gene specific PCR primers. Column headings: NEC 10 – Non-epileptic control at 10 days, NEC 90 – Non-epileptic control at 90 days, GAERS 10—Genetic Absence Epilepsy Rat from Strasbourg at 10 days, GAERS 90—Genetic Absence Epilepsy Rat from Strasbourg at 90 days

**Table 2:** Summary of short-read RNA-seq data

	**Cacna1e—Thalamus**
# Reads	17,855,904
# Bases	94,791,340,800
Mapped reads	4,060,847

### Detection of candidate *Cacna1e* splice variants

Data were initially filtered for reads that mapped to *Cacna1e*, yielding an initial pool of 2,110 variants for *Cacna1e* that passed quality control (see Methods). Approximately 53% of the reads were at least 6,000 nucleotides, while median length of transcripts was 5,725 nucleotides. The number of reads that mapped to the same splice variant was used as a proxy for the splice variant expression level. We observed a positive correlation (Spearman’s *r* = 0.59) between splice variant size and the number of supporting reads per splice variant.

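Structures were examined here for 152 prioritized splice variants, which is the part of the paper's set listed in the copy of Additional file 5 used here, and lengths of the other variants were not analysed here. Across these 152 variants the spliced length ran from 6086 to 7958 nucleotides, with a median of 6639.5. Spearman's correlation of length with summed reads was 0.48 across variants, which are not independent replicates, so no p-value is given. It was 0.43 with the 7 most read variants left out. Within single libraries it was 0.30 in NEC10, 0.43 in NEC90, 0.32 in GAERS10 and 0.53 in GAERS90.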

Once we identified the number of *Cacna1e* splice variants, we then determined how many of the splice variants had the translational potential for a functional α1-subunit (Table 3, Fig. 1). Of the 2,110 sequences passing quality control, 238 (11.3%) *Cacna1e* splice variants translated to a protein longer than 2,000 amino acids (Transdecoder predicted amino acid sequences in Additional File 3). 

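The copies of Additional files 3 and 4 used here are shortened and hold 141 and 128 complete entries of the 238 Cacna1e entries the paper gives. The 141 predicted proteins ran from 2029 to 2316 amino acids, with a median of 2198, and all 141 were listed as open at the 3' end. Of the 128 variants with domain annotations, 84 were prioritized variants, and each of the 84 had 4 complete Ion_trans hits, the annotation of a pore-forming domain. The other 44 had 3 complete hits. In 39 of them a further hit was marked incomplete, and in 5 no further hit was listed. These 44 variants together had 40629 reads, or 1.00% of Cacna1e reads, and the most read of them had 1777.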

Further, only based upon protein domain annotations from the Conserved Domain Database (CDD), 154 of the 238 (64.7%) *Cacna1e* splice variants had an ORF longer than 2000 amino acids that contained sequences encoding the four Cav pore-forming domains (CDD output in Additional file 4).

**Table 3:** Summary of putative splice variants detected in long-read RNA-seq data

Gene	Splice variants (minimap alignment and FLAIR processing)	Splice variants with ORF ≳2000 AA	Splice variants with 4 complete pore-forming domains
Cacna1e	2,110	238	154

Initial set of Cacna1e splice variants was 2,110 splice variants. Of those 2,110 splice variants, 238 contained an open reading frame of 2,000 amino acids or greater. We further filtered these splice variants to 154 based on whether they contain the four necessary pore-forming domains

**Fig. 1:**
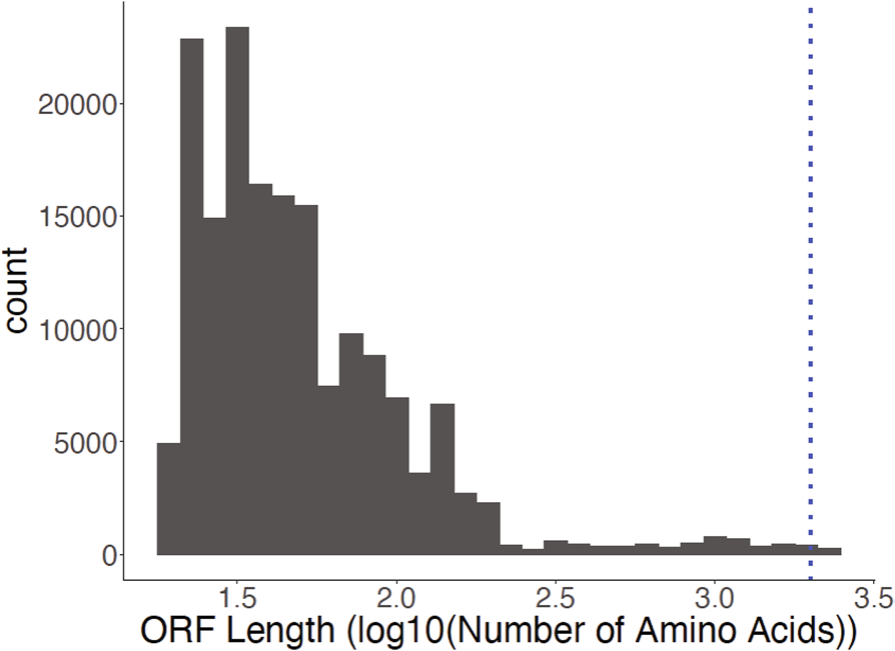
The majority of detected splice variants did not contain an open reading frame (ORF) of at least 2,000 amino acids. ORFs were defined as containing a start codon, but not necessarily a stop codon. The X-axis shows the distribution of log10(ORF) lengths. The dashed blue line indicates the minimum size expected for a functional channel

Based on the open reading frame and protein domain annotations, we thus prioritized 154 of the 2,110 splice variants. We interpret the remaining 1,956 of splice variants as likely representing either technical error, such as read truncation during library preparation [43] or splicing noise (see Discussion). 

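The variants outside the prioritized set number 1956 and hold 1554492 reads over the 4 libraries, which is 38.3% of Cacna1e reads. Their median was 346.5 reads per variant, against 1001 for the prioritized variants. By library they took 35.4% of reads in NEC10, 40.3% in NEC90, 37.2% in GAERS10 and 37.4% in GAERS90. The paper proposes that these variants likely come from technical error, such as truncated reads, or from splicing noise. It starts from reading frames and pore-forming domains, and its Discussion adds conservation and expression levels.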

Across the 154 prioritized splice variants, we observed 54 exons in total with each splice variant having an average of 44 exons. 

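Joining overlapping blocks, and blocks within 10 nucleotides of each other, gave 48 exons over the 152 prioritized splice variants, from 65 distinct blocks. They span chromosome 13 from 71907169 to 72367980 in rn6, and the gene is read from the higher coordinate to the lower. The number of exons per variant was 44.4 ± 1.51 (SD, across variants), with a range of 39 to 48. Weighted by reads, the mean was 46.4 exons. A retained intron between exons 45 and 46, seen as a block from 71911199 to 71912531, was found in 2 variants with 2222 reads together.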

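The calmodulin-binding domains were followed through the exons that encode them. Exon 39 was present in 137 of the 152 prioritized splice variants and exon 42 in 146. In the part of the domain annotations used here, 8 prioritized variants had no specific GPHH hit, and all 8 skipped exon 39. No IQ hit was listed for 4 prioritized variants, and all 4 skipped exon 42. The 15 variants without exon 39 had 11148 reads together, and the 6 without exon 42 had 4368.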

While all 154 splice variants had four pore-forming domains, we noted that 139 had sequences that encoded for a GPHH domain and 148 had sequences that encoded for an IQ domain.

### Expression profiles of *Cacna1e* splice variants

In the set of 154 putative *Cacna1e* splice variants (Additional file 5), we detected the rbE-II splice variant characterized by Soong and colleagues [44]. None of the transcripts in our data matched the transcripts reported in Ensembl v98, including the sole Ensembl *Cacna1e* transcript that codes with an ORF over 2,000 amino acids (ENSRNOT00000003928). This remained the case even after inspecting the MinION data at the raw read level to ensure that data relevant to this transcript had not been filtered out by our processing pipeline.

Using the number of reads mapped to each splice variant as a proxy for splice variant expression, we observed that the top four splice variants expressed at similar levels (Fig. 2). These four splice variants each had an expression ratio of less than 2, which indicated that the rank 1 (most expressed) splice variant was double the expression of all but three splice variants (Fig. 2A). 

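With reads summed over the 4 libraries, the expression ratio of the second to the seventh ranked splice variants was 1.15, 1.38, 1.90, 2.06, 2.23 and 2.31. The ratio then rose to 6.71 for the variant at rank 8. The fourth ranked variant passed the threshold and the fifth did not, and they differed by 20288 reads, a factor of 1.08. The 7 most read variants together held 55.1% of all Cacna1e reads. Weighting the libraries equally moved the number of variants with a ratio below 2 most, from 4 to 7. Leaving out GAERS90 also gave 7, leaving out NEC90 gave 6 and leaving out GAERS10 gave 3. No replicates exist to set these ratios against.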

The rank 1 *Cacna1e* splice variant matches the splice variant structure and protein sequence of Soong et al. [44]. 

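The rank 1 splice variant has 47 of the 48 exons and lacks only exon 19, which lies on chromosome 13 from 71979043 to 71979099 in rn6. Its spliced length is 6890 nucleotides and its predicted protein has 2296 residues in the alignment of Additional file 9. There it matched the NCBI reference protein over its full length, with no mismatch and no gap.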

We mapped 498,616 reads to this most abundantly expressed splice variant, while the second most abundantly expressed splice variant had 435,458 reads. 

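By library, the rank 1 splice variant had 23516 reads in NEC10, 186960 in NEC90, 48071 in GAERS10 and 240069 in GAERS90. The rank 2 splice variant, which skips exons 10 and 19, had 29466, 158954, 52196 and 194842 reads in the same order. The rank 1 variant therefore had fewer reads than the rank 2 variant in both P10 libraries and more in both P90 libraries.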

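The rank 1 splice variant held 12.3% of Cacna1e reads summed over the libraries (95% Wilson interval 12.2 to 12.3). The rank 2 variant held 10.7%, the rank 3 variant, which skips exon 45, held 8.87%, and the rank 4 variant, which skips no exon, held 6.47%. For ranks 1, 2 and 3, the shares differed between the P10 and P90 libraries by far more than the counting error. The rank 1 variant took 6.73% of reads in NEC10, 12.5% in NEC90, 7.18% in GAERS10 and 15.5% in GAERS90. The rank 2 variant took 8.44%, 10.6%, 7.79% and 12.6% in the same order. The rank 3 variant moved the other way with age, with 11.1% in NEC10 and 8.93% in NEC90, and 13.05% in GAERS10 and 6.49% in GAERS90. The rank 4 variant held 6.55% in NEC10, 6.33% in NEC90, 6.54% in GAERS10 and 6.56% in GAERS90, and its intervals in NEC10, GAERS10 and GAERS90 overlap. With libraries weighted equally, the rank 1 share was 10.5%.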

The top three splice variants contributed similarly to the total Cacna1e expression among the 4 samples: 12.2%, 10.7%, 8.8% and 6.5% (Fig. 2B and C). However, when stratifying number of reads per splice variant by sample, we observed that the rbE-II Soong et al. splice variant is the most abundant splice variant in the GAERS90 and NEC90 thalamus samples, and fifth most abundant in GAERS10 and NEC10 (Fig. 2D).

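Ranked by reads within each library, the rbE-II splice variant was at rank 1 in NEC90 and GAERS90, at rank 5 in NEC10 and at rank 4 in GAERS10. The most read variant in NEC10 was the one that skips exons 10 and 45, with 44894 reads or 12.9% of the library, and it was second in GAERS10 with 11.7%. It fell to rank 7 in both P90 libraries, with 3.83% in NEC90 and 2.77% in GAERS90. In GAERS10 the most read variant was the one that skips exon 45 alone. From P10 to P90, the share of the variant that skips exons 10 and 45 changed by -9.03 percentage points in NEC and -8.96 in GAERS. The edgeR comparison of the 2 P90 with the 2 P10 libraries did not call it. Its log2 fold change there was -2.85 (standard error 0.46, adjusted p = 0.0652 by edgeR). That value is relative to most variants tested and is not a change in share. The rank 4 variant, whose share was similar in all 4 libraries, had -0.95 in the same comparison. With 1 animal per strain and age, none of these values has a replicate within a strain and age.

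**Figure D1:**
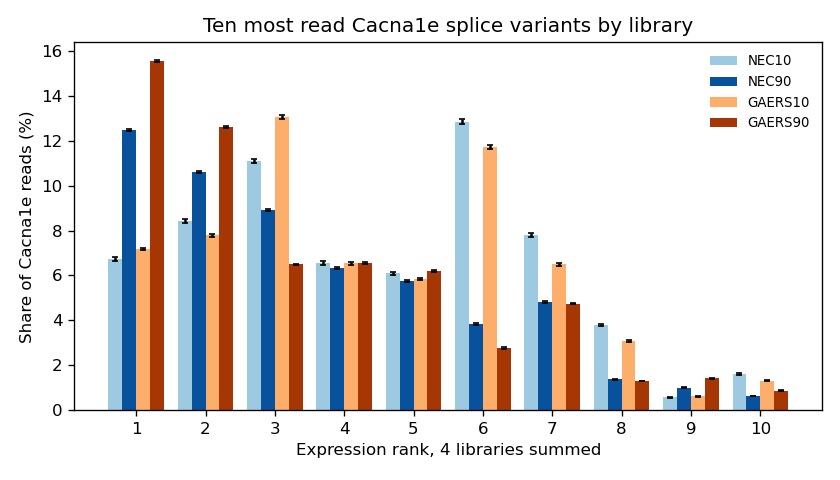
Share of Cacna1e reads in percent (vertical axis) for the 10 splice variants with the most reads summed over the 4 libraries (horizontal axis, by rank). Each bar is 1 library and the error bars are 95% Wilson intervals, which cover counting error only. The rank 1 variant is higher at P90 than at P10 in both strains and the rank 6 variant is lower.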

**Fig. 2:**
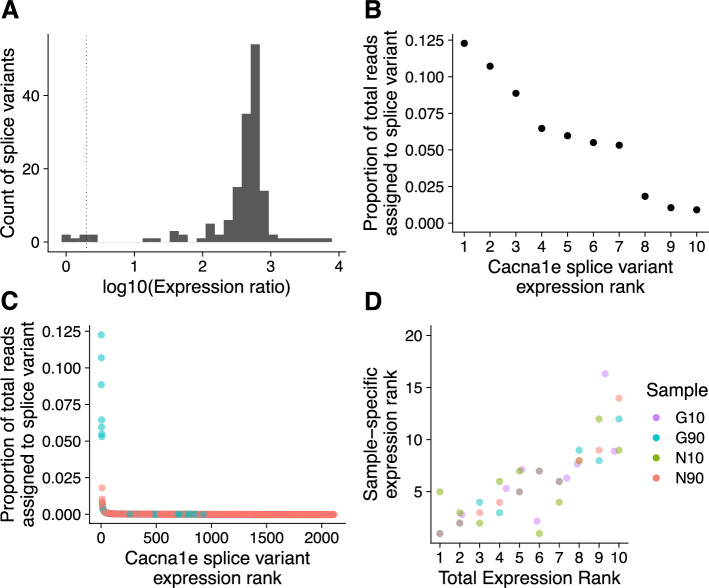
Highly expressed splice variants account for 12.5% of Cacna1e gene expression. A) *Four splice variants have an expression ratio of less than 2.* Each splice variant’s expression ratio is calculated by the most expressed splice variant’s expression divided by the splice variant’s expression. The dotted Line indicates where the expression ratio would equal 2. B) *Top 10 most expressed Cacna1e splice variants pooled across all samples.* The X-axis shows the rank of the splice variant based on expression. The Y-axis shows the proportion of the splice variant relative to Cacna1e’s total expression. C) *Contribution of all 2,110 Cacna1e splice variants to the gene’s overall expression.* The X-axis shows the rank of the splice variant based on expression. The Y-axis shows the proportion of the splice variant relative to Cacna1e’s total expression. Of the 2,110 variants, the 154 (cyan) have 4 annotated pore-forming domains and account for 61% of Cacna1e’s expression. We did not predict the remaining splice variants to encode for all four pore-forming domains (red) D) *Cacna1e splice variant expression level ranks in each sample*. X-axis show expression rank for splice variant summed across all 4 sample, while Y-axis shows the splice variant expression rank for each sample. Sample is indicated by color. G10 is Genetic Absence Epilepsy Rat from Strasbourg at 10 days, G90 is Genetic Absence Epilepsy Rat from Strasbourg at 90 days, N10 is non-epileptic control at 10 days and N90 is non-epileptic control at 90 days. Example: the splice variant at expression rank 1 summed across all 4 sample is the most expressed splice variant G10 and N10. However, for samples G90 and N90, that same splice variant is at rank 4 and 5 respectively

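The 152 prioritized splice variants analysed here held 2506355 reads, or 61.7% of Cacna1e reads (95% Wilson interval 61.7 to 61.8), while they make up 7.21% of the variants. The share was 64.6% in NEC10, 59.7% in NEC90, 62.8% in GAERS10 and 62.6% in GAERS90. The 7 most read variants are all prioritized and hold 89.3% of the prioritized reads.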

To assess the potential functional diversity of Cacna1e splice variants, we downloaded the protein sequence for Ensembl *Cacna1e* (ENSRNOP00000003928) and rbE-II (1993) then annotated protein domains as a guide for analyzing the thalamic *Cacna1e* splice variants (Fig. 3). Both sequences contained the four pore-forming domains necessary for voltage sensitivity and calcium influx. Furthermore, the Ensembl sequence and rbE-II sequence contained the GPHH and IQ domains (GPHH – pfam16905 and Ca_chan_IQ – pfam08763 respectively) necessary for Ca-calmodulin regulation of channel activity [45].

**Fig. 3:**
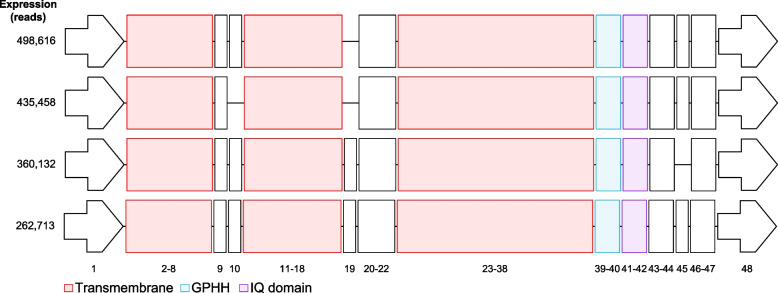
Structure of top 4 most abundantly expressed splice variants. Red indicates a pore-forming domain annotation from CDD (Ion_trans – pfam00520). Blue and purple are calmodulin-binding domain annotation from CDD (GPHH – pfam16905 and Ca_chan_IQ – pfam08763, respectively). Along the side are the number of reads for each splice variant, and long the bottom are the exon numbers. A similar visualization for all 154 splice variants that contained 4 pore-forming domains is provided in Additional File 7

### *Cacna1e* splice variants contain a conserved cassette exon 19

We further prioritized the 154 *Cacna1e* splice variants based upon our splice variant-level conservation and expression annotations. We detected 31 cassette exons in the 154 Cacan1e splice variants and show where the six most common skipped exons are located relative to channel structure (Fig. 4). 

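Of the 48 exons, 30 were skipped by at least 1 of the 152 prioritized splice variants. The length of 16 of these cassette exons is a multiple of 3 nucleotides. By reads summed over the 4 libraries, exons 19, 45, 10 and 26 were skipped most, in that order. Exon 45 came before exon 19 in both P10 libraries, at 61.7% of prioritized reads against 49.6% in NEC10 and 61.4% against 47.5% in GAERS10. Exon 26, from 71959525 to 71959536 on chromosome 13 in rn6, is 12 nucleotides long and was skipped in 143 variants that hold 9.60% of prioritized reads. With the libraries summed, none of the other 26 cassette exons was skipped in more than 0.685% of prioritized reads. The highest value for these exons in a single library was 1.20%, for exon 20 in GAERS10.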

The top three most commonly occurring cassette exons in *Cacna1e* splice variants were: skipping of exon 10 (40% of reads), insertion of exon 19 (40% of reads), and skipping of exon 45 (45% of reads).

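Over the reads of the 152 prioritized splice variants, exon 10 was skipped in 38.6%, exon 19 in 62.8% and exon 45 in 45.2%, so that exon 19 was included in 37.2%. Exon 10 lies on chromosome 13 from 71993379 to 71993468 in rn6 and has 90 nucleotides, exon 19 has 57, and exon 45 lies from 71912403 to 71912531 and has 129. Exon 10 skipping was 48.9% in NEC10, 36.0% in NEC90, 44.9% in GAERS10 and 35.9% in GAERS90. In the same order, exon 19 skipping was 49.6%, 64.4%, 47.5% and 71.2%, and exon 45 skipping was 61.7%, 43.3%, 61.4% and 36.1%. For exon 10 in NEC10, the library with the fewest reads, the 95% Wilson interval ran from 48.7 to 49.1. Among the alternatives tried, leaving out GAERS90 moved exon 45 skipping most, to 50.9%.

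**Figure D2:**
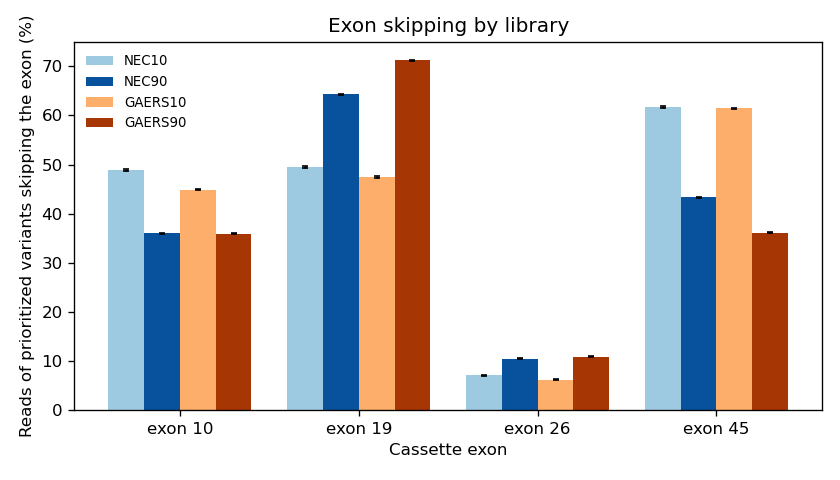
Percent of the reads of prioritized splice variants that skip exons 10, 19, 26 and 45 (vertical axis) in each library (bars), with 95% Wilson intervals that cover counting error only. Exon 19 skipping is higher in NEC90 (64.4%) and GAERS90 (71.2%) than in NEC10 (49.6%) and GAERS10 (47.5%), and exon 10 and exon 45 skipping are lower.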

**Fig. 4:**
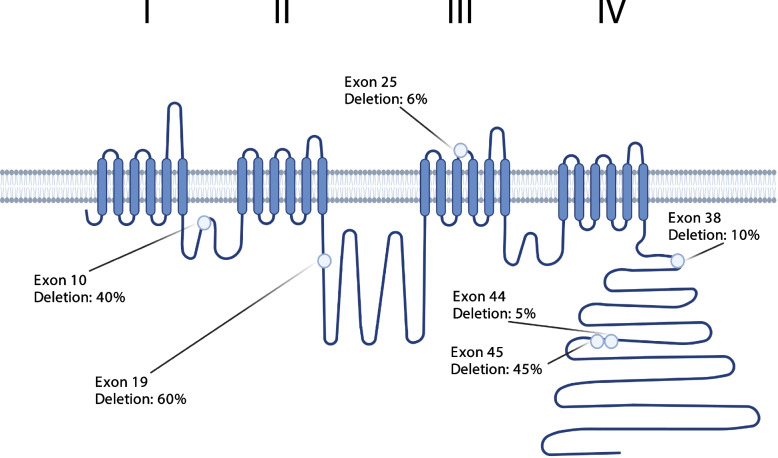
Location of most common splicing events on Cacna1e structure. Here we show where each of these six cassette exons would likely impact the channel, and the percentage of reads that do not contain the exon. Figure created with Biorender.com

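Of the exons marked in Fig. 4 besides exons 10, 19 and 45, exon 25 was skipped in 4 prioritized splice variants with 4247 reads, or 0.169% of prioritized reads. Exon 38 was skipped in 13 variants with 9919 reads, or 0.396%, and exon 44 in 7 variants with 6099 reads, or 0.243%. Counted once per variant, an alternative chosen after seeing the data, the shares were 2.63%, 8.55% and 4.61% of the 152 variants.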

The protein sequences of exons 10, 19 and 45 are all highly conserved with a PhyloP score over 1.3 (Fig. 5; PhastCons scores displayed in Additional Fig. 1). To determine whether exon skipping is an inherent aspect of function of Cacna1e or due to splicing errors. We investigated whether the exclusion of these exons was conserved; that is, whether transcripts lacking these exons are present in other species. We performed a BLAST analysis to check whether the protein sequences for each exon together with their flanking exons (i.e. exons 9–10-11, exons 18–19-20, and exons 44–45-46) were present in transcribed sequences in other species. We found evidence of conservation for exon 19 and exon 45 within the jawed-vertebrate phylogeny (fish, rodents and human), but only evidence of conservation for exon 10 skipping within the rodent phylogeny. However, the splicing of exons 10, 19 and 44 were all present in the human GTEx long-read RNA-seq dataset, suggesting that these were conserved events between humans and rats. These are consistent with the potential for exon skipping having a conserved function, although as we discuss below the interpretation is not straightforward due to the potential for conservation artefacts.

**Fig. 5:**
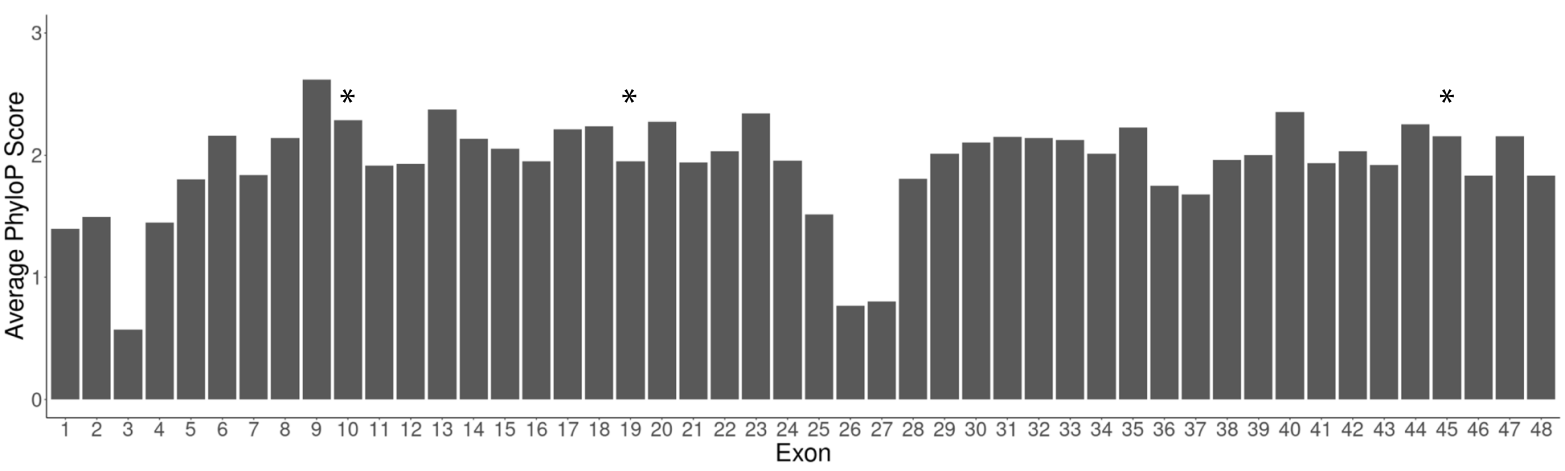
Most Cacna1e exons are well-conserved throughout the vertebrate phylogeny. The UCSC genome browser provides base-specific PhyloP scores. For each exon of Cacna1e, we annotated the average PhyloP score. Our analysis focused on prioritized splice variants with cassette exons 10, 19 and 45 (asterisk)

### Novel *Cacna1e* splicing events

The disconnect between Ensembl and our data is consistent with our previous observation that approximately one-third of transcripts in genomic databases do not reflect experimental literature [12]. Thus, we sought to determine whether our 154 putative *Cacna1e* splice variants would impact computational analyses of the *Cacna1e* gene. Splicing mutations in *Cacna1e* have been implicated in neurological disorders, including epilepsy and pain syndromes, making accurate annotation of its splice variants critical for understanding disease mechanisms. A MaxEntScan [46] analysis comparing splice donor and acceptor sites in our *Cacna1e* splice variants (Fig. 6; Additional File 6) versus the Ensembl-annotated variant revealed that our transcripts had higher median acceptor (−7.99 vs −8.37) and donor scores (−6.25 vs −8.56). This suggests that the alternative splicing patterns captured in our dataset may be influenced by regulatory elements absent from existing annotations and could provide new insights into the functional consequences of *Cacna1e* splicing in disease contexts.

**Fig. 6:**
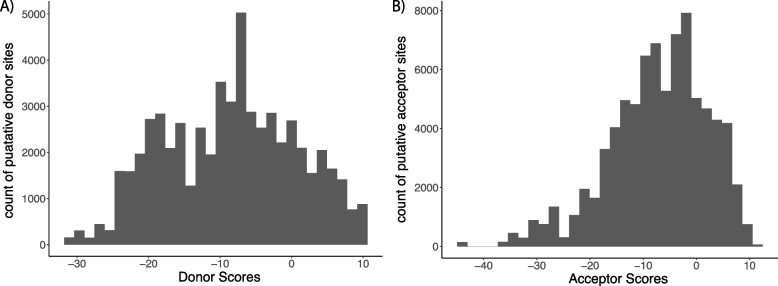
Distribution of MaxEntScores for predicted donor and acceptor sites across 154 putative *Cacna1e* splice variants. **A** Donor scores for sets 9-mers found across the *Cacna1e* splice variants. **B** Acceptor scores for sets of 23-mer found across the 154 putative Cacna1e splice variants

The 154 *Cacna1e* splice variants that had the translation potential to encode functional VGCCs contained a total of 31 splicing events (in various combinations), only six of which had previously been described in the Literature. In total, these splicing events affect less than 11% of the 154 splice variants (17 splice variants), and the splice variants that contained these splicing events accounted for less than 10% of the total reads. We investigated whether there was conservation of these novel splicing events and whether there was any impact to the protein domains. Sixteen of the splicing events involve exons in a pore-forming domain; however, they did not affect the CDD annotation for the pore-forming domain. Two splicing events are the cassette exons encoding for the GPHH and IQ domain. The seven remaining splicing events are exons in the N- or C- termini, or in the cytoplasmic linker regions.

One subclass of variants (14/153) is predicted to result in the lack of an intact calmodulin-binding domain. 

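Of the 152 prioritized splice variants, 26 skipped at least 1 of exons 39 to 42, which cover the GPHH and IQ domains. At least 1 of exons 39 and 40 was skipped in 16 variants and at least 1 of exons 41 and 42 in 15. All 4 exons were skipped in 4 variants. Of the 26, 9 skip neither exon 39 nor exon 42, and the 5 of these 9 with domain annotations used here have both a GPHH and an IQ hit. At least 1 of exons 39 and 42 was skipped in 17 variants, a definition chosen after seeing the data. The 26 variants together had 21136 reads, or 0.520% of Cacna1e reads.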

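The most read splice variant that skips any of exons 39 to 42 had 1357 reads and was at rank 253 of all variants. It skips exons 19, 26 and 41, and its domain annotations list a complete GPHH and a complete IQ hit. Its reads were 56 in NEC10, 517 in NEC90, 53 in GAERS10 and 731 in GAERS90. The most read variant that skips exon 39 had 1168 reads and was at rank 369.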

The most expressed of these had a total of 292 reads and ranked the 350th most abundant splice variant of the 2,110 *Cacna1e* splice variants. 

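The variant with the most reads among those that skip exon 42, a definition chosen after seeing the data, had 832 reads, or 0.0205% of Cacna1e reads (95% Wilson interval 0.0191 to 0.0219). It skips exons 10, 19, 26, 40, 41 and 42 and was at rank 674. The most read variant without all 4 of exons 39 to 42 had 819 reads.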

The most expressed splice variant lacking a complete calmodulin-binding domain contributed to ~ 0.02% of *Cacna1e*’s total thalamic expression (832 reads). Notably, many of these splicing events lacking calmodulin binding sites have been identified in other species: one is conserved across jawed vertebrates, nine conserved within mammals, and two conserved only within a rodent phylogeny (full results in Additional File 8). Given the low estimated expression levels of these 14 splice variants, additional work would be needed to establish their functional relevance.

## Discussion

Here, we describe the splicing repertoire for the voltage-gated calcium channel (VGCC) gene *Cacan1e* using novel targeted long-read RNA-seq data from the rat thalamus. We computationally prioritized transcripts in terms of their potential to expand the functional diversity of *Cacna1e* channels. This study represents a necessary step towards bridging the gap between claims that alternative splicing vastly increases the functional diversity of VGCC genes and the evidence-based reality of “noisy” splicing. Though we focused on a specific gene, the approaches employed here to computationally assess the biological relevance of splice variants would be applicable to many genes, helping to bridge the gap between raw measures of transcriptional diversity to estimates of functional diversity.

While we detected 2,110 different splice variants for *Cacna1e*, our analyses suggest that the large majority of these are unlikely to be biologically relevant. In particular, 154 (7%) are predicted to encode functional Cav2.3-subunit proteins. Of the remaining 93%, 1,273/1,965 (~ 68% of the total) possess an open reading frame of at least 30 amino acids. The most expressed of these 1,965 splice variants accounts for ~ 1.8% of the total measured *Cacna1e* expression (Fig. 2C). 

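The most read splice variant outside the prioritized set was at rank 8, with 74275 reads or 1.83% of Cacna1e reads (95% Wilson interval 1.82 to 1.84). It held 3.79% of reads in NEC10, 1.36% in NEC90, 3.08% in GAERS10 and 1.29% in GAERS90. Its structure was not analysed here. The variants at ranks 9 and 10, also outside the prioritized set, had 42760 and 37090 reads.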

While many Nanopore-driven sequencing studies have reported expression values by raw reads, we were curious whether library size normalization would influence prioritization, thus we quantified the data in terms of transcripts per million reads (TPM; values provided in Additional File 2). The raw counts positively correlated with the TPM values of each *Cacna1e* splice variant (Spearman’s *r* = 0.999), and the top ten most expressed splice variants remained at the same rank. 

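Normalized values were computed here from the counts, which were divided by each library's Cacna1e total and summed. Spearman's correlation with raw reads was 0.995 across the 2108 variants, which are not independent replicates. Of the 10 most read variants, 3 kept their position and all 10 stayed among the top 10. The rank 6 variant moved to rank 4. Scaled by the FLAIR-assigned reads of Table 1, the correlation was 0.999 and 8 of the 10 variants kept their position, with those at ranks 5 and 6 changing places.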

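Scaled by FLAIR-assigned reads, 6 splice variants had an expression ratio below 2. The variant at raw rank 5 had a ratio of 1.93, that at raw rank 6 had 1.78, and that at raw rank 7 had 2.07. When each library was scaled by its Cacna1e reads, the ratios of the same variants were 1.76, 1.35 and 1.76.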

The use of TPM values included only two additional splice variants over and above the four splice variants prioritized with an expression ratio of less than 2.0.

The observation of 1,965 splice variants that do not likely encode functional products agrees with extensive evidence that RNA splicing is imprecise, such that “biochemical noise” is produced and can be captured by modern sensitive molecular biology methods even when present at low levels [11, 14, 47–52]. In line with previous literature exploring transcriptional noise, we hypothesize that the vast majority of detected *Cacna1e* transcripts are likely nonfunctional based on evaluation of multiple lines of evidence: conservation of these transcripts using BLAST homology searches and the GTEx database, amino acid length, predicted protein domains and expression levels. Importantly, since the core function of the *CACNA1E* protein relies on the formation of a voltage-gated calcium channel pore, it would be difficult to argue that a transcript is functional if it does not encode the critical pore-forming domains. While we cannot formally exclude the possibility that some of the non-channel-encoding variants have a function – or that we missed rare but functional isoforms due to technical artifacts or the expression threshold – follow-up studies should prioritize splice variants for which the most plausible case for functionality can be made.

A further distinction of interest is among splice variants that have *different* and required functions from one another, what we call functionally distinct splice isoforms or FDSIs. Computational analyses cannot establish FDSIs, but we applied methods that provide a ranked prioritization. While we detected 154 “full-length” splice variants for *Cacna1e*, evidence from domain analysis, expression and homology focused our attention on a subset of four splice variants involving the skipping of exons 10, 19 and 45 in various combinations. We believe the functional consequences of these three exons are worthy of follow-up. Of note, standard reference-based transcriptome analysis tools are unlikely to predict the four prioritized splice variants. While Ensembl v98’s annotation of exons 10, 19, and 45 individually provides orthogonal evidence that our computational pipeline recovers biologically real transcripts rather than spurious predictions, none of the Ensembl *Cacna1e* transcript models match any of the prioritized isoforms. Similarly, only a single NCBI Cacna1e transcript corresponds to one of the four prioritized variants (Additional file 9).

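In the alignments of Additional file 9, each of the 4 most read splice variants was set against 15 NCBI protein entries. Between its first and last residue, the rank 1 variant was identical to 2 of them, the reference protein and isoform X7. The rank 3 variant was identical to isoform X10 and the rank 4 variant to isoform X3 over the same span, and the rank 2 variant was identical to none. Isoforms X3, X7 and X10 carry 146 further residues ahead of the start of the variant's protein. Only the rank 1 variant matched an NCBI protein with no such extension. The forward primer begins with the start codon, so the amplicons hold nothing ahead of it. They cannot show whether the extension was present in the transcripts.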

We failed to find any Literature discussing the functional effects of exon 10 and our BLAST results mapped to a direct GenBank submission without any associated studies (Human NCBI Reference Sequence: XM_017002244.1). The splicing of exon 10 impacts the linker region between domains I-II, the region of the channel where the β-subunits (Cacnb1 genes) interact with the α1-subunit (Cacna1 genes) to both chaperone the VGCC to the cell membrane and affect channel biophysical parameters [53]. Our interpretation of whether the skipping of exon 10 impacts channel function remains limited without *ex silico* validation, although one hypothesis is the loss of exon 10 changes trafficking of *Cacna1e* calcium channels to the plasma membrane.

Both Williams et al. and Schneider et al. reported the cassette splicing of exon 19 [54, 55]. Williams and colleagues showed that splice variants containing exon 19 altered channel inactivation kinetics, however details of the Schneider et al. study were unavailable. The effects of splice variants that contain exon 19 on whole cell current were subsequently characterized in HEK293 cells and a human pancreatic cell line [19, 56]. Of note, investigating the alternative splicing of a different, but functionally similar VGCC gene, *Cacna1b*, Gray and colleagues reported that *Cacna1b* and *Cacna1e* both possess an alternatively spliced 19th exon [57]. Given the conservation of exon 19 and the location of this exon between domains II and III in both *Cacna1b* and *Cacna1e*, Gray and colleagues hypothesized that the exon has an important regulatory role concerning channel function. RT-PCR showed that transcripts containing exon 19 were more prevalent during fetal development than postpartum, and that expression was distinctly absent in the peripheral nervous system [57]. As such, our results provide additional transcript structural context for exon 19 which will be useful for future follow-up.

We failed to find Literature discussing the splicing out of exon 45, and our BLAST results mapped to direct GenBank submissions without any associated study (Human GenBank: AH009158.2, AL161734.12, NG_050616.1). However, exon 45 has been reported to contain de novo variants causing epileptic encephalopathy [10]. Given this potential role of exon 45 in brain disease and the strong conservation of the exon 45’s cassette splicing, exon 45 may be interesting for follow-up.

We note that our study has several caveats and limitations. Our comparison to previous high-throughput sequencing studies should be considered in the context of the low expression of the *Cacna1e* gene and that the detection of multiple transcripts requires a targeted approach. For example, the long-read RNA-seq dataset from GTEx only detects five *Cacna1e* splice variants. Additionally, though others have used PCR-based strategies to estimate expression level, the nanopore-based strategy employed here to isolate *Cacna1e* splice variants is not necessarily expected to lead to accurate expression level estimates for different splice variants, thus relative abundance estimates should be viewed with some caution [24]. Further, we specifically studied the thalamus and the splice variants in other brain regions or tissues could be different. Additionally, with only one sample per condition, and the potential for bias in quantification in cDNA samples which were PCR amplified, we were unable to confidently assess differences in splice variant expression in the GAERS and NEC strains. As such, we minimized this limitation by identifying splice variants found across all four conditions. However, ONT sequencing platforms are continuously improving in terms of efficiency, cost, and accuracy. 

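At least 1 read in every library was found for 1942 of the 2108 splice variants, or 92.1%, and these held 99.9% of reads. The list of variants was built from all libraries together, and ambiguous reads could be reassigned within it. A read in a library is therefore not an independent detection of the variant there. At least 10 reads in every library were found for 1330 variants. Only 13 variants were read in a single library, with 42 reads together. A count of 0 allows a share of up to 0.000859% in NEC10 and 0.000194% in GAERS90, taking 3 reads as the limit and counting error only.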

Moving forward, possible enhancements to the current approach could be accomplished through recent advancements including R10.4.1 flow cells and sample multiplexing with the Rapid Barcoding Kit 96. Finally, while we used conservation of exon skipping events as a way to evaluate the potential for functional relevance, there is an important caveat in that splicing is known to be imprecise in all species [51, 58]. In this regard, we cannot exclude the possibility that observation of an exon skipping event in another species transcriptome is simply the result of chance capture of an “erroneous” isoform. This is made clearer by the observation of “conserved” splicing events that would result in a non-functional channel. Given these limitations, we view our study as prioritizing a set of putative FDSIs for *Cacna1e*, with further high-throughput and low-throughput investigations required to establish their roles and functional importance.

## Conclusions

Our work with *Cacna1e* demonstrates the importance of providing a gene-specific splicing profile using targeted long-read RNA sequencing. We provide transcript structures for 2,110 *Canca1e* splice variants previously missing in genomic databases. Furthermore, our prioritization using splice variant expression and conservation helps point the field towards potentially functionally interesting and relevant splice variants. For *Cacna1e*, the prioritization using expression and conservation provided a mixture of splice variants that have been functionally investigated in the literature (e.g. splice variants containing exon 19) and splice variants without any literature validation (e.g. splice variants containing exon 10). The splice variants detected will provide a foundation for future research into VGCCs for both basic research and therapeutic studies.

## Supplementary Information

Additional file 1. FLAIR generated FASTA file of all Cacna1e splice variants.

Additional file 2. FLAIR generated counts table for all Canca1e splice variants.

Additional file 3. Transdecoder predicted amino acid sequences for all splice variants.

Additional file 4. All Cacna1e splice variants with a predicted CDD domain.

Additional file 5. 154 Cacna1e splice variants with 4 pore-forming domains (predicted by CDD). This file can be used to subset from Additional File 3 or as an input for IsoViz, our isoform visualization tool.

Additional file 6. Donor and acceptor scores using MaxEntScan.

Additional file 7. Full BLAST results of Cacna1e splice variants.

Additional file 8. Visualization of all 154 splice variants predicted to have 4 pore-forming domains.

Additional file 9. Multiple sequence alignment between splice variants identified in this study and *Cacna1e* splice variants from NCBI.

## Data Availability

Raw sequence data are available in GEO under accession GSE295903.

How the deposited data were processed for this re-analysis (not part of the article)

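Reads from amplified Cacna1e cDNA were measured in the thalamus of 4 male rats, 1 for each strain (NEC, GAERS) and age (10 and 90 days). The authors deposited a table of counts, whole numbers of MinION reads per splice variant without normalization. Before that, they called bases with Guppy, aligned the reads to rn6 with minimap2 through FLAIR, moved junctions to short-read junctions within a window of 10 nucleotides, collapsed reads of all samples into variants with at least 3 reads, and assigned the reads to those variants. The collapse used all samples together, so the list of variants is shared by the libraries. Each column of the table was matched to its library by the strain and age in its name.

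From the counts, sums over libraries, ranks, expression ratios and shares were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The expression ratio is the reads of the rank 1 variant divided by the reads of a variant, with a threshold of 2. Shares have 95% Wilson intervals, which cover counting error only. The depth per library ran from 349166 to 1544028 Cacna1e reads. Detection was also computed for all libraries at the depth of 349166 reads, as the expected number of variants with at least 1 read when that many reads are drawn without replacement.

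Exon structures came from the copy of Additional file 5 used here, which lists 152 prioritized variants, and exons were numbered in transcript order. An exon was called skipped where a variant had no block overlapping it between the variant's ends. The domains were taken as exons 39 and 40 for GPHH and 41 and 42 for IQ. Parts of Additional files 3 and 4 and the alignments of Additional file 9 were read as given. Conservation scores, splice site scores, BLAST results and the short reads were not used here. No genome was used, so no sequences are given.

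The comparisons across splice variants were made with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM, filterByExpr, Benjamini-Hochberg adjusted p at 0.05): the 2 P90 against the 2 P10 libraries and the 2 GAERS against the 2 NEC libraries. The second factor was left out of the model, so the 2 animals of an age differ in strain. All libraries are totals over 1 gene, so these tests do not concern the level of the gene. With TMM, a log2 fold change is relative to most variants tested and is not a change in share. The rank 4 variant held between 6.33% and 6.56% of reads in every library, and its log2 fold change for age was -0.95 (standard error 0.46, adjusted p = 0.198 by edgeR). On simulated counts with 200 variants changed by a log2 fold of 2, the age comparison recovered 70.5% of them with 4 false calls among 1901 variants tested. The strain comparison recovered 14.5% with 1 false call among 1853. The simulation gave all variants the same dispersion and as many rises as falls. It changed only variants expected to have at least 10 reads in the smallest library, so these rates may not hold for the data. DESeq2 1.42.0 was run as an alternative. Age differences in exon skipping were tested with a two-sided exact permutation test, whose smallest p with 2 libraries against 2 is 0.33. Joint use of exons was described by log2 odds ratios per library, with no test on reads.

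The alternatives covered the weight of each library, the merging of variants with the same junctions, filters on low counts, the ends of variants, the exons that define a domain, normalization, the terms of the model, and each library left out in turn. The design and these alternatives were set before the data were examined, apart from those named as chosen after seeing the data. The variants named in the text are the 10 with the most reads, the most read variant outside the prioritized set, the most read variants lacking each calmodulin-binding domain, and for each edgeR comparison up to 2 called variants with the largest change each way that move the same way in both pairs. Exons 10, 19, 25, 38, 44 and 45 were named because the paper names them, and its reads for the top variants had been seen when this rule was set. Exon 26 and the variant without exon 42 were chosen after their values were seen.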

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

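The tests in this part were chosen after the results were seen.

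The share of the rank 5 splice variant, which skips exons 19 and 45, changed with age in opposite directions in the 2 strains. It was 6.09% in NEC10 and 5.75% in NEC90, and 5.84% in GAERS10 and 6.21% in GAERS90. The change was -0.341 percentage points in NEC and 0.366 in GAERS, a difference of 0.707 points between strains. In each strain the 95% Wilson intervals of the 2 ages do not overlap. The difference between strains was not tested, since each strain and age has 1 library. Variation between single libraries of one strain and age may give a difference of 0.707 points, and this cannot be told apart from a strain difference without replicate libraries. A biological difference between the strains stays open as untested.

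Skipping of exon 26, a 12-nucleotide exon that the paper does not discuss, was found in 9.60% of prioritized reads but in 143 of 152 prioritized variants. Of the 119 variants that skip an exon other than 10, 19, 26 and 45, 118 lack exon 26, and of the other 33 variants 25 lack it. By reads, 96.3% of the reads of the first group lack exon 26, against 4.18% of the reads of the second. Exon 26 skipping was higher at P90 than at P10 by 3.34 percentage points in NEC and 4.64 in GAERS, a mean of 3.99. A technical explanation, that exon 26 is left out when rarely read variants are built from reads, and joint skipping of exon 26 with other exons in the same molecules would both give the 96.3% and the 4.18%. They cannot be told apart here, because the count table does not show how reads were turned into variants.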

How the results depend on the processing

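The alternatives named here as added were chosen after seeing the data. The number of splice variants with reads stayed within 1.5 times the main count of 2108 under the 4 planned minimums, from 1695 to 2101. It was 1330 with at least 10 reads in every library, an added alternative that counts fewer variants by construction. Age differences in skipping of exons 10, 19 and 45 kept their direction with variants at their commonest ends only and with variants of at least 10 reads in every library only. Both settings keep the 7 most read variants, which share their ends and hold 89.3% of prioritized reads. The direction therefore had little room to change, and these settings say little about its stability.

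The number of splice variants with an expression ratio below 2 was 4. It was 7 with libraries weighted equally and, in an added alternative, 7 when also scaled by spliced length over prioritized variants. It was 6 when scaled by FLAIR-assigned reads, 4 with same-junction variants merged, and from 3 to 7 with one library left out, the 7 being without GAERS90. Equal weights raise the 2 shallower P10 libraries by construction.

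The share of the rank 1 splice variant, 12.3%, was 10.5% with libraries weighted equally, 11.5% when scaled by FLAIR-assigned reads, 12.8% with same-junction variants merged, and from 10.3% to 13.3% with one library left out. The share of the prioritized variants, 61.7%, was 62.4% with libraries weighted equally, 61.8% when scaled by FLAIR-assigned reads, and from 61.2% to 62.9% with one library left out.

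With libraries weighted equally, skipping of exons 10, 19 and 45 was 41.4%, 58.2% and 50.6%. With each variant counted once it was 43.4%, 57.2% and 47.4%, and with commonest ends only it was 38.9%, 62.5% and 45.7%. With one library left out, the ranges were 37.4% to 40.3%, 57.6% to 65.9% and 42.0% to 50.9%.

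The most read variant that skips any of exons 39 to 42, which cover the calmodulin-binding domains, had 1357 reads, and its annotations list both domains. The top variant had 1168 reads with GPHH exons 39 and 40 only, 1357 with IQ exons 41 and 42 only and 819 with all 4 exons missing. In added alternatives it had 1168 with exon 39 missing, 832 with exon 42 missing and 1168 with exon 39 or exon 42 missing. The definitions select different variants by construction. The Spearman correlation of raw with normalized reads was 0.995, and 0.999 when scaled by FLAIR-assigned reads.

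The age comparison by edgeR's quasi-likelihood test called 2 of 1894 variants, 1 higher and 1 lower at P90, with 589 at an unadjusted p under 0.05. DESeq2's Wald test called 118, 13 higher and 105 lower, and gave no adjusted p for 1175 variants. With library size only and no TMM, 621 were called, 599 higher and 22 lower. This scaling moved the median log2 change of all variants from 0.02 to 0.96, so directions at P90 hold only relative to the scaling. With strain as a term 174 were called, 42 higher and 132 lower. Leaving out one library gave from 7 to 402 calls: 402 without NEC10, 156 without GAERS10, 7 without NEC90 and 8 without GAERS90. Both variants called with all libraries were also called without NEC10 and without GAERS10, with strain as a term, with no filter and with DESeq2 size factors in edgeR. Only 1 of them was called without NEC90, without GAERS90, by DESeq2's Wald test and with no TMM. In these fits the lone library of an age is assumed to vary like the others. The cause of these differences was not tested.

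The strain comparison by edgeR called 0 of 1894 variants, with 36 at an unadjusted p under 0.05. DESeq2's Wald test called 22, with age as a term edgeR called 16, 7 higher and 9 lower in GAERS, and leaving out one library gave from 4 to 30 calls: 30 without GAERS90, 17 without GAERS10, 6 without NEC10 and 4 without NEC90. The cause was not tested.

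The median log2 odds ratio of exons 10 and 19 was 1.12, and 1.16 with commonest ends only. It reversed to -0.86 with the 7 most read variants left out, and was 0.48 in an added alternative restricted to reads that skip exon 45. For exons 10 and 45 it was 0.32, 0.29 with commonest ends only, -0.49 without the 7 most read variants and -0.033 within reads that skip exon 19. For exons 19 and 45 it was -1.94 both with all variants and with commonest ends only, -0.75 without the 7 most read variants and -1.31 within reads that include exon 10. The 7 most read variants are the most read entries of 7 of the 8 combinations of these exons. Leaving them out keeps every read of the combination that skips exon 10 and includes exons 19 and 45, which lowers the ratios of exons 10 and 19 and of exons 10 and 45 and raises that of exons 19 and 45 by construction, so these values say nothing about the stability of the ratios. For the added alternatives the cause was not tested.

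No paired analysis by replicate number was made, since each strain and age has 1 library. The fits with strain or age as a term compare libraries within a strain or within an age. Depth limits the P10 libraries most: 3 reads are 0.000859% of NEC10.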

Differences from the paper's values

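Exon 25 skipping was 0.169% of prioritized reads, against about 6% in Fig. 4, read by eye. Exon 38 skipping was 0.396%, against about 10% in Fig. 4, read by eye, and exon 44 skipping was 0.243%, against about 5% in Fig. 4, read by eye. The legend of Fig. 4 gives percentages of reads without naming the variants counted. Reads outside the prioritized set were not examined for these exons here, so the values may concern different reads. The 3 exons have 107, 128 and 112 nucleotides, not multiples of 3, and the prioritized set was selected by reading frame. No alternative set before the data were examined covered these exons. With each variant counted once, an alternative chosen after seeing the values, exon 38 at 8.55% and exon 44 at 4.61% fell within 1.5 times the paper's values and exon 25 at 2.63% did not.

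The definition of a missing calmodulin-binding domain set before the data were examined was that any of exons 39 to 42 is skipped. The most read splice variant under it had 1357 reads, against the paper's 832 reads for the most read variant lacking a complete domain, and 0.0334% of reads against the paper's 0.02%. This variant skips exon 41 and its annotations list both domains as complete, so the definition is wider than the loss of a domain. With GPHH exons 39 and 40 only (1168 reads) and with all 4 exons missing (819 reads), both set before the data were examined, the reads fell within 1.5 times the paper's value, and with IQ exons 41 and 42 only they did not. With exon 42 missing, chosen after seeing the values, the reads were 832. With exon 39 missing and with exon 39 or exon 42 missing, also chosen after seeing the values, the reads were 1168, or 0.0288%, within 1.5 times the paper's values. The paper also gives 292 reads for the most expressed variant lacking an intact domain, and no setting reached that value; the closest was 819 reads. The paper places that variant at rank 350, and the variant at rank 350 in the count table had 1194 reads. Under the same definition 26 variants were counted, against the paper's 14 lacking an intact domain, and 9 of the 26 skip neither exon 39 nor exon 42, the exons whose absence goes with a missing domain in the annotations used here. With GPHH exons 39 and 40 only there were 16, and with IQ exons 41 and 42 only there were 15, both within 1.5 times, while all 4 exons missing gave 4. Of the settings chosen after seeing the values, exon 39 missing gave 15 and exon 39 or exon 42 missing gave 17, both within 1.5 times, and exon 42 missing gave 6.

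The Spearman correlation of raw with normalized reads was 0.995, against the paper's 0.999. Scaled by FLAIR-assigned reads, set before the data were examined, it was 0.999, and with variants of at least 10 reads only it remained at 0.995.

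The paper states that the most read variants keep their rank after normalization. Here 3 of the top 10 kept their position when scaled by Cacna1e reads and 8 of 10 when scaled by FLAIR-assigned reads. The paper places the rbE-II splice variant at the same rank in both P10 libraries; here it was at rank 5 in NEC10 and rank 4 in GAERS10. The example in the legend of Fig. 2 names the P10 libraries as those where it is most expressed, while it was at rank 1 in NEC90 and GAERS90, as the paper's text has it. The paper states that an NCBI transcript corresponds to only one of the prioritized variants. Over the variant's span, identical NCBI proteins were found for ranks 1, 3 and 4, and without an extension ahead of the start for rank 1 only. The primers could not amplify such an extension, so its absence does not separate ranks 3 and 4 from the NCBI proteins. The number of reads in the Cacna1e count table, 4060847, is the number that Table 2 of the paper lists as mapped short reads.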

Other observations

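The edgeR comparisons, the age differences in exon skipping and the log2 odds ratios were planned. The tests of length, library, depth, pooling and exon 26 entries, and the odds ratios restricted by a further exon, were chosen after the results were seen.

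Age changes in exon skipping had the same direction in both strains. From P10 to P90, exon 19 skipping rose by 14.8 percentage points in NEC and 23.7 in GAERS, a mean of 19.2. Exon 45 skipping changed by -18.4 and -25.3 points, a mean of -21.9, and exon 10 skipping by -12.9 and -8.97, a mean of -10.9. For each exon the two-sided exact permutation test gave p = 0.33, the smallest that 2 libraries against 2 allow. A preference for shorter products in the P10 libraries would raise skipping of all 3 exons at P10, and the 19.2 points by which exon 19 skipping was higher at P90 argue against it as the whole cause. The 2 libraries of one age differed by at most 7.18 points (exon 45 at P90), and for each exon by less than the change with age in either strain. The column names of the deposited table give all 4 libraries the same batch label. This label does not show that the libraries were prepared or sequenced together, so a technical difference between the ages is not excluded. Variation between libraries of one age is still not excluded, because 2 libraries per age are too few. A developmental change remains open as a hypothesis.

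More splice variants had reads at P90 than at P10, by a mean of 95.5. After thinning to 349166 reads per library, the expected numbers were 1992 in NEC10, 2066 in NEC90, 1934 in GAERS10 and 2030 in GAERS90. The mean difference was then 85.2, which argues against deeper sequencing as the whole cause in these libraries, the largest SD of a thinned count from drawing reads being 7.02. Libraries of one age differed by 58.3 at P10 and 35.2 at P90 after thinning, so variation between libraries of one age (58.3) is not excluded with 2 libraries per age. The list of variants was built from all samples together, and 74.9% of reads are from P90, so that a list shaped by P90 reads could give this difference and cannot be told apart from age here.

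In the age comparison by edgeR, the 2 called variants were at rank 108 and rank 1079. The first had 9 reads in NEC10, 1299 in NEC90, 27 in GAERS10 and 788 in GAERS90, a log2 fold change of 3.33 (standard error 0.44, adjusted p = 0.0447, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The second had 47, 134, 111 and 94 reads, a log2 fold change of -1.99 (standard error 0.28) with the same adjusted p. With strain as a term, edgeR called 174 variants, 42 higher and 132 lower at P90. Of the 1894 variants tested, 1485 or 78.4% changed in share the same way with age in both strains. Without TMM the median log2 change with age was 0.96, so more shares rose than fell at P90. Unrelated variants would then also agree more often than not, and the 78.4% does not show agreement variant by variant. For strain, 1046 or 55.2% moved the same way at both ages, and no variant was called by edgeR without age in the model, with 36 at an unadjusted p under 0.05 and 22 called by DESeq2. With age as a term, edgeR called 16, and with one library left out it called from 4 to 30: 4 without NEC90, 6 without NEC10, 17 without GAERS10 and 30 without GAERS90. For age, leaving out one library gave 402 calls without NEC10, 156 without GAERS10, 8 without GAERS90 and 7 without NEC90.

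Joint use of exons differed between pairs of exons. The log2 odds ratio of including exons 19 and 45 together was -1.90 in NEC10, -1.98 in NEC90, -2.15 in GAERS10 and -1.72 in GAERS90. For exons 10 and 19 it was 0.66, 1.44, 0.80 and 1.52, and for exons 10 and 45 it was 0.76, 0.06, 0.58 and 0.04. Reads that skip exon 10 and include exons 19 and 45 made up 0.962% of prioritized reads, and this was the one of the 8 combinations with no variant that holds exon 26. Taking the reads of 3 other combinations to set the level for independent use of exons 10 and 45, the observed reads were between 0.0916 and 0.196 of that level in the 4 libraries, with a median of 0.137. Among variants without exon 26 they were between 1.36 and 2.86 times the level, with a median of 1.87. The comparison among variants without exon 26 leaves out reads of the other combinations only, which raises the ratio by construction. That there is no entry with exon 26 in the prioritized set for this combination (1.87) and that the combination is rarely made in the thalamus (0.137) cannot be told apart, because reads could have been reassigned between entries. Where no combination lacks such an entry, the log2 odds ratio of exons 19 and 45 within reads that include exon 10 was between -1.56 and -0.93. Within reads that skip exon 19, that of exons 10 and 45 was between -0.08 and -0.01. Within reads that skip exon 45, that of exons 10 and 19 was 0.05 in NEC10, 0.25 in GAERS10, 0.81 in NEC90 and 0.71 in GAERS90.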
